# Chemoprevention of oxidative stress-associated oral carcinogenesis by sulforaphane depends on NRF2 and the isothiocyanate moiety

**DOI:** 10.18632/oncotarget.10609

**Published:** 2016-07-15

**Authors:** Aixian Lan, Wenjun Li, Yao Liu, Zhaohui Xiong, Xinyan Zhang, Shanshan Zhou, Olesya Palko, Hao Chen, Mayanga Kapita, Justin R. Prigge, Edward E. Schmidt, Xin Chen, Zheng Sun, Xiaoxin Luke Chen

**Keywords:** oral cancer, chemoprevention, NRF2, sulforaphane, 4NQO

## Abstract

Oxidative stress is known to play an important role in oral cancer development. In this study we aimed to examine whether a chemical activator of NRF2, sulforaphane (SFN), may have chemopreventive effects on oxidative stress-associated oral carcinogenesis. We first showed that Nrf2 activation and oxidative damage were commonly seen in human samples of oral leukoplakia. With gene microarray and immunostaining, we found 4-nitroquinoline 1-oxide (4NQO) in drink activated the Nrf2 pathway and produced oxidative damage in mouse tongue. Meanwhile whole exome sequencing of mouse tongue identified mutations consistent with 4NQO's mutagenic profile. Using cultured human oral keratinocytes and 4NQO-treated mouse tongue, we found that SFN pre-treatment activated the NRF2 pathway and inhibited oxidative damage both *in vitro* and *in vivo*. On the contrary, a structural analogue of SFN without the isothiocyanate moiety did not have such effects. In a long-term chemoprevention study using wild-type and *Nrf2*^-/-^ mice, we showed that topical application of SFN activated the NRF2 pathway, inhibited oxidative damage, and prevented 4NQO-induced oral carcinogenesis in an Nrf2-dependent manner. Our data clearly demonstrate that SFN has chemopreventive effects on oxidative stress-associated oral carcinogenesis, and such effects depend on *Nrf2* and the isothiocyanate moiety.

## INTRODUCTION

Oral cancer is one of the major public health problems worldwide, as well as a major cause of cancer morbidity and mortality. In the United States, approximately 30,260 new cases are estimated and 5,990 cases may die in 2015 [1]. Oral squamous cell carcinoma (SCC) is the most common type of oral cancer, which usually develops from precancerous lesions such as oral leukoplakia (OLK) and erythroplakia, and histopathologically follows a step-wise pattern of hyperplasia, dysplasia and SCC [2]. Overall survival of these patients remained unchanged despite the advances in radiotherapy and chemotherapy. The five-year survival rate for patients with early and localized lesions is ~80%, whereas it is only 19% for patients with distant metastasis [3]. Thus it is important to develop preventive strategies for this deadly disease.

Oxidative stress has long been known to play an important role in the development of human oral cancer. 8-oxo-2′-deoxyguanosine (8OHdG), a marker of DNA oxidative damage, is known to increase in OLK and SCC as compared with normal mucosa [4–6]. Major risk factors of oral cancer (tobacco, alcohol drinking, and betel nut chewing) all generate oxidative stress in the epithelial cells of oral mucosa [7]. Although antioxidants have been proposed and tested for oral cancer prevention, randomized controlled clinical trials did not provide evidence that dietary antioxidant supplements are beneficial in primary cancer prevention. A systematic review conducted for the United States Preventive Services Task Force failed to find clear benefits of vitamin and mineral supplements for the prevention of chronic diseases including cancer [8]. Thus activation of the antioxidative stress response by chemicals (indirect antioxidants) has become a reasonable and promising approach.

As a major cellular defense pathway, nuclear factor erythroid 2-like 2 (NRF2) is known to regulate expression of genes involved in detoxification and anti-oxidative stress response. NRF2 forms heterodimers with small MAF proteins and binds to the antioxidant response elements of target genes when cells are exposed to oxidative stress or xenobiotics. Kelch-like ECH-associated protein 1 (KEAP1) inhibits the function of NRF2 by retaining NRF2 in the cytoplasm under normal physiological conditions, and by allowing nuclear translocation of NRF2 under stress conditions [9]. Paradoxically, NRF2 is known to be overexpressed in human oral cancer suggesting the involvement of NRF2 in oral carcinogenesis [10, 11].

In this study, we aimed to elucidate the chemopreventive effect and mechanisms of a chemical activator of NRF2 on oxidative stress-associated oral carcinogenesis. Sulforaphane (SFN) is a compound extracted from broccoli. Its isothiocyanate moiety (-N=C=S) is highly electrophilic and reacts directly but reversibly with the sulfhydryl groups of specific cysteine residues of Keap1, especially Cys^151^. Disruption of KEAP1-NRF2 interactions by SFN leads to nuclear accumulation of NRF2 and up-regulation of its target genes [12]. The 4NQO-induced oral carcinogenesis model in mice was used to test the chemopreventive efficacy and mechanisms of SFN *in vivo* [13, 14]. Cultured human cells and human tissue samples were also employed to understand chemopreventive mechanisms and establish clinical relevance.

## RESULTS

### Oxidative damage and NRF2 activation in human oral leukoplakia

In OLK samples, NRF2 was activated as evidenced by its nuclear accumulation (Figure 1A, 1B). The number of epithelial cells with nuclear NRF2 was significantly higher in OLK than in the normal oral mucosa (Figure 1C). As a marker of oxidative DNA damage, 8OHdG was increased in OLK (Figure 1D, 1E).

**Figure 1:**
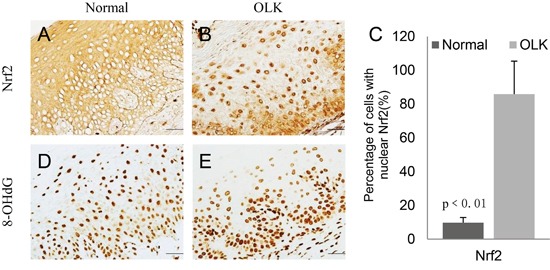
Increased expression of Nrf2 and 8OHdG in the nuclei of oral epithelial cells in OLK patients as compared with normal subjects **A-D.** IHC staining of NRF2 and 8OHdG in normal and OLK samples; **E.** Quantitation showed a significant increase of the number of epithelial cells with nuclear NRF2 in OLK samples as compare with normal samples.

### 4NQO produces oxidative DNA damage and gene mutations, and activates the Nrf2 pathway in mouse tongue

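Gene expression was measured in tongues of C57BL/6J mice, an inbred laboratory strain. Total RNA from 3 control tongues and from 3 tongues of mice given 4-nitroquinoline 1-oxide (4NQO), a DNA-damaging carcinogen, at 100 μg/ml in drink for 8 weeks was hybridized to Affymetrix mouse arrays, 1 array per tongue. A tongue holds squamous epithelium, skeletal muscle, connective tissue, vessels, immune cells and minor salivary glands, and the values are averages over all of them. The authors pre-processed and normalized the arrays in R, and the deposited values are log2 signals per probe set. The median log2 signal lay between 4.57 and 4.60 on the control arrays and between 4.45 and 4.55 on the 4NQO arrays. Of 45101 probe sets, 34945 were annotated to 1 gene, 932 to several genes and 9160 to none, and 64 were array controls. Probe sets annotated to several genes were left unnamed, so Gsta1, Ftl1 and Ftl2 were not measured on their own. For each of 18193 genes, the probe set with the highest mean over all 6 arrays was used. The groups were compared with limma's moderated test with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method. The Gapdh control probe sets, which compare the 3′ and 5′ ends of one transcript, gave a 3′ minus 5′ difference of 1.67 on the log2 scale in control 3 and 1.07 in 4NQO 2, against 0.086 to 0.47 on the other arrays, while those of actin gave 0.55 to 1.12 and were highest in 4NQO 1. The number of arrays limits the precision, since 3 against 3 tongues cannot give a two-sided permutation p below 0.1.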

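4NQO treatment raised 23 genes and lowered 1 gene in mouse tongue at an adjusted p under 0.05 from limma. Acaa1b, a peroxisomal thiolase of fatty acid oxidation, rose from a log2 signal of 3.06 ± 0.38 (SD, n = 3) in control tongue to 6.59 ± 0.44 (SD, n = 3) in 4NQO-treated tongue (adjusted p = 0.0101 from limma). Spink12, a Kazal-type serine protease inhibitor, rose by 2.63 on the log2 scale (standard error 0.18, adjusted p = 0.00939 from limma). Irx2, an Iroquois homeobox transcription factor, rose by 2.51. The control signals of these 3 genes lie below the array medians and are not shown to be above background. The size of these rises is therefore not established, and no linear fold is given. Sgpp2, a sphingosine-1-phosphate phosphatase, rose 4.30-fold. Rrm2, the small subunit of ribonucleotide reductase, and Tnfrsf18, a receptor of the TNF receptor superfamily, rose 3.94-fold and 3.75-fold. The gene that fell was Ucp3. All 24 genes changed at least 2-fold. Without the threshold on the adjusted p, 1216 genes were higher and 681 lower at an unadjusted p under 0.05. Groups did not overlap for 1745 genes that were higher and 1306 that were lower, 16.8% of all genes, where chance gives 10%. The number of genes higher was 0 without control replicate 2 (833 at an unadjusted p under 0.05 from limma), 1 without 4NQO replicate 2 and 10 without 4NQO replicate 1. It was 63 when each array was centred on its median.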

With gene microarray analysis and a stringent data analysis method, we found 32 genes up-regulated and one gene down-regulated in mouse tongue due to 4NQO treatment (100μg/ml in drink for 8 weeks) as compared to control. Among these 33 genes, 9 are known Nrf2-regulated genes (*Slc7a11, Akr1b8, Gsta1/a2, Gclc, Ptgr1, Gsta4, Gsta3, Gpx2, Ftl1/Ftl2*). 

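The 8 of these NRF2-regulated genes that have a probe set of their own were each higher in all 3 4NQO-treated tongues than in any control tongue. 7 of them rose at an adjusted p under 0.05 from limma over all genes, and 8 when adjusted over the list alone, although the study chose this list on these arrays, so that its direction is not independent evidence. Akr1b8, an aldo-keto reductase, rose from a log2 signal of 7.15 ± 0.40 (SD, n = 3) to 9.84 ± 0.29 (SD, n = 3), 6.44-fold (adjusted p = 0.0116 from limma). Gsta3, a glutathione transferase, rose from 3.53 ± 0.25 (SD, n = 3), a signal not shown to be above background, to 6.21 ± 0.64 (SD, n = 3) (adjusted p = 0.0310 from limma, past the threshold in 8 of 15 alternatives), and a second, dimmer probe set of Gsta3 had a log2 fold change of 0.64 that did not pass the test. Slc7a11, the cystine transporter subunit that supplies cysteine for glutathione, rose by 2.43 on the log2 scale. Its control signal lies below the array medians and is also not shown to be above background, so the size of its rise is not established. A second, dimmer probe set of Slc7a11 had a log2 fold change of 0.85 and did not pass. Gclc, the catalytic subunit of the first enzyme of glutathione synthesis, rose 4.57-fold. Ptgr1, a prostaglandin reductase, rose 2.60-fold, Gpx2, a glutathione peroxidase, 2.54-fold, and the glutathione transferase Gsta4 2.27-fold. Gsta2 had a log2 fold change of 1.42 (standard error 0.20, adjusted p = 0.0523 from limma), past the threshold only with the arrays centred on their medians or without 4NQO replicate 3 among the alternatives set in advance that refit limma.

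**Figure D1:**
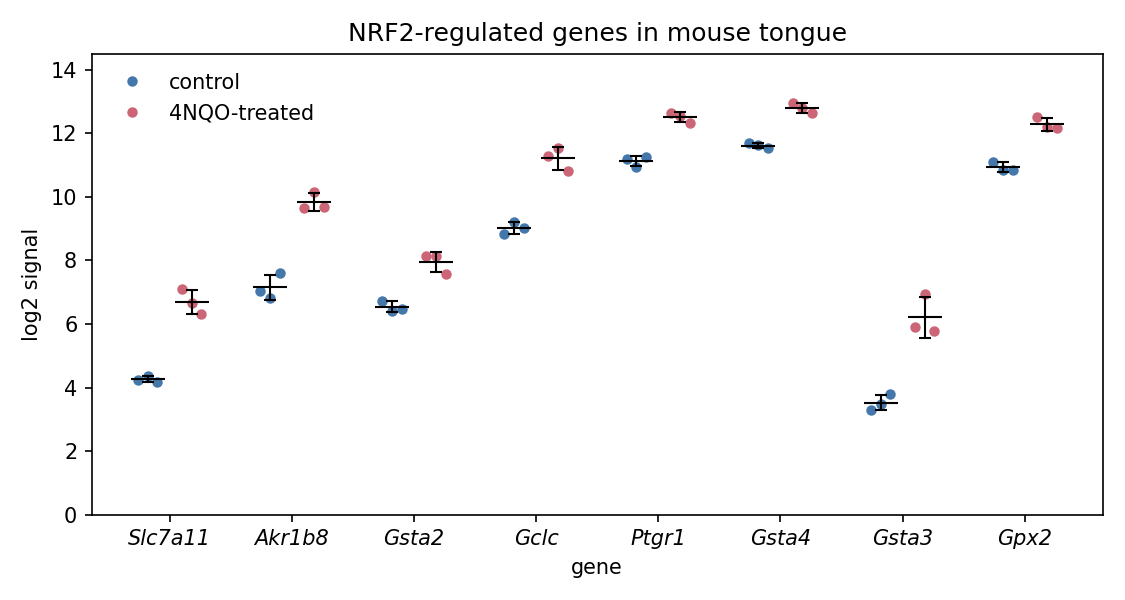
Log2 signal of 8 NRF2-regulated genes, with 1 point for each of 3 control and 3 4NQO-treated tongues, horizontal bars for group means and error bars for SD. For every gene the 4NQO-treated tongues lie above the control tongues, with measured log2 fold changes from 1.18 for Gsta4 to 2.69 for Akr1b8. The control signals of Gsta3 and Slc7a11 are not shown to be above background, so which gene rose most is not established.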

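Of 6 stress-associated genes that the study picked on these arrays, Brca1, Mcm5, Mcm3 and Clspn rose in 4NQO-treated tongue, Ucp3 fell and Slc2a1 did not pass limma's test. Brca1, which acts in homologous recombination, rose from a log2 signal of 4.48 ± 0.07 (SD, n = 3) to 6.23 ± 0.24 (SD, n = 3) (adjusted p = 0.0143 from limma). Mcm5 and Mcm3, subunits of the replicative helicase, rose 3.09-fold and 2.35-fold. Clspn, a mediator of the replication checkpoint, rose by 1.56 on the log2 scale (adjusted p = 0.0358 from limma). The control signals of Brca1 and Clspn lie below the array medians and are not shown to be above background. The size of their rises is therefore not established, and no linear fold is given for them. Ucp3, an uncoupling protein of skeletal muscle mitochondria, fell by 1.48 on the log2 scale (standard error 0.16, adjusted p = 0.0174 from limma) and was 2.80-fold higher in control tongue. Its second probe set fell by 1.76. Slc2a1, a glucose transporter, had a log2 fold change of 0.96 (standard error 0.16) and an adjusted p of 0.0703 from limma, with all 3 4NQO-treated tongues above all control tongues, and its other probe sets gave 1.19 and 1.04. Over the alternatives, Mcm5 passed in 11 of 16, Brca1 in 9 of 15, Ucp3 in 9 of 16, Clspn in 7 of 15 and Mcm3 in 6 of 16. For Brca1 the other 3 probe sets gave log2 fold changes of 0.19 to 0.97, and for Clspn the other one gave 0.23.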

Several other genes (*Brca1, Mcm5, Mcm3, Slc2a1, Clspn, Ucp3*) are functionally associated with NRF2 or oxidative stress response [15–21] (Suppl. Excel 1). GSA_CP analysis showed that 58 canonical pathways were enriched in 4NQO-treated samples. These pathways mainly belonged to three categories: (1) 10 gene sets associated with DNA damage repair, such as nuclear excision repair, mismatch repair, DNA repair, p53 signaling pathway, ATM pathway; (2) 28 gene sets associated with cell cycle and DNA replication; (3) 6 gene sets associated with stress response and detoxification, such as glutathione metabolism, metabolism of xenobiotics, drug metabolism, biological oxidations, glutathione conjugation, Phase II conjugations (Suppl. Excel 2). In addition, an NRF2-regulated gene set, was also enriched in 4NQO-treated samples (Suppl. Excel 3).

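Whole groups of genes were compared through 47 gene lists, 4 taken from the paper and the others written for this tissue and treatment, which stand in for the canonical pathways used by the authors. With limma's camera test at its preset inter-gene correlation, 22 lists were higher and 5 lower in 4NQO-treated tongue at an adjusted p under 0.05, and with a correlation estimated from these arrays none passed. Among the 22 are 2 lists that the study picked on these arrays, which are not independent evidence. Other lists share genes with them and are not fully independent either. The textbook NRF2 targets hold all 8 measured NRF2-regulated genes that the study named. DNA replication, homologous recombination, the checkpoint and glutathione metabolism also hold some of the picked genes. The list of DNA replication, with 49 measured genes, had a median log2 fold change of 0.73, and the list of G2/M and mitosis, with 39, had 0.91. Textbook NRF2 targets had 0.67 over 30 genes. The smallest adjusted p of any list was 0.103 with an estimated correlation. At an unadjusted p under 0.05 that test gave 11 lists higher and 0 lower, and limma's fry test gave 12 lists higher and 0 lower after adjustment.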

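Single genes of DNA replication, of the checkpoint and of detoxification rose in 4NQO-treated tongue, and no list of the 3 categories passed camera with an estimated correlation. By fry, the lists of DNA replication, G1/S transition, mismatch and nucleotide excision repair and homologous recombination were higher (adjusted p 0.00381 to 0.0436). So were p53 targets, the ATM and ATR checkpoint and glutathione metabolism (0.00506 to 0.0109). G2/M and mitosis, base excision repair, phase I and phase II did not pass. The estimated correlation was -0.0146 for nucleotide excision repair and -0.0261 for p53 targets, below the preset 0.01, so it is not why these failed. Of 49 DNA replication genes, 4 rose (Mcm5, Rrm2, Mcm3 and Tk1), none fell and 45 did not pass the test over all genes (33 rose when adjusted over the list alone; camera's adjusted p = 0.103 with an estimated correlation). Tk1, thymidine kinase, rose 2.26-fold, and Cdt1, a replication licensing factor, had a log2 fold change of 1.31 and an adjusted p of 0.0522 from limma. Of 39 genes of G2/M and mitosis, none passed over all genes in limma and 35 rose when adjusted over the list alone (36 higher at an unadjusted p under 0.05; adjusted p = 0.195 with an estimated correlation). Among them Mad2l1, a spindle checkpoint protein, had a log2 fold change of 1.24 and Birc5, survivin, had 1.41. Of 30 genes of the G1/S transition, none passed over all genes in limma. When adjusted over the list alone, 11 rose and 1 fell (adjusted p = 0.112 with an estimated correlation).
In the repair category, 8 of 21 mismatch repair genes and 5 of 34 nucleotide excision repair genes rose when adjusted over the list alone, and none did over all genes in limma (9 of each list at an unadjusted p under 0.05; adjusted p = 0.103 and 0.105 with an estimated correlation). Those with the smallest p were Pole, Pcna, Rfc5, Rfc4 and Exo1, and most of them also serve DNA replication. Pcna, the sliding clamp, had a log2 fold change of 0.69, and Pole, a replicative polymerase, had 1.11. Of 29 genes of homologous recombination and Fanconi anemia, Brca1 rose, and 3 when adjusted over the list alone (adjusted p = 0.194 with an estimated correlation). Base excision repair and oxidised nucleotides, the repair of oxidative damage, had a median log2 fold change of 0.07 over 20 genes, and none passed in limma over all genes (1 rose when adjusted over the list alone; 1 higher at an unadjusted p under 0.05; camera's adjusted p = 0.464). Of 33 p53 targets, none passed over all genes in limma, and 3 rose when adjusted over the list alone. At an unadjusted p under 0.05 from limma, 7 were higher and 1 lower (camera's adjusted p = 0.130 with an estimated correlation). Pmaip1, a pro-apoptotic gene, had the smallest p and a log2 fold change of 1.79. The control signal of Pmaip1 lies below the array medians and is not shown to be above background, so the size of its rise is not established. Of 26 genes of the ATM and ATR checkpoint, 2 rose over all genes (Brca1 and Clspn) and 7 when adjusted over the list alone (adjusted p = 0.105 with an estimated correlation).
In the detoxification category, 4 of 41 genes of glutathione metabolism rose (Gclc, Gsta4, Gpx2 and Gsta3), and 14 when adjusted over the list alone (adjusted p = 0.105 with an estimated correlation). Of 39 phase I genes, 3 rose (Akr1b8, Cbr3 and Nqo1), and 8 rose and 2 fell when adjusted over the list alone, and the list did not pass camera (adjusted p = 0.131). Cyp2f2, a cytochrome P450, was among the latter, with a log2 fold change of -1.75. Of 18 genes of phase II conjugation other than glutathione, none passed in limma, and 2 were higher and 2 lower at an unadjusted p under 0.05. Markers of basal keratinocytes had a median log2 fold change of 0.26 and suprabasal markers one of 0.17, and neither list passed camera. Cornified envelope genes and stress keratins had one of 0.59 (camera's adjusted p = 6.69e-07, and adjusted p = 0.194 with an estimated correlation), T and NK cell markers 0.44 (0.000485 and 0.419) and macrophage and dendritic cell markers 0.34 (0.000276 and 0.497).

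**Figure D2:**
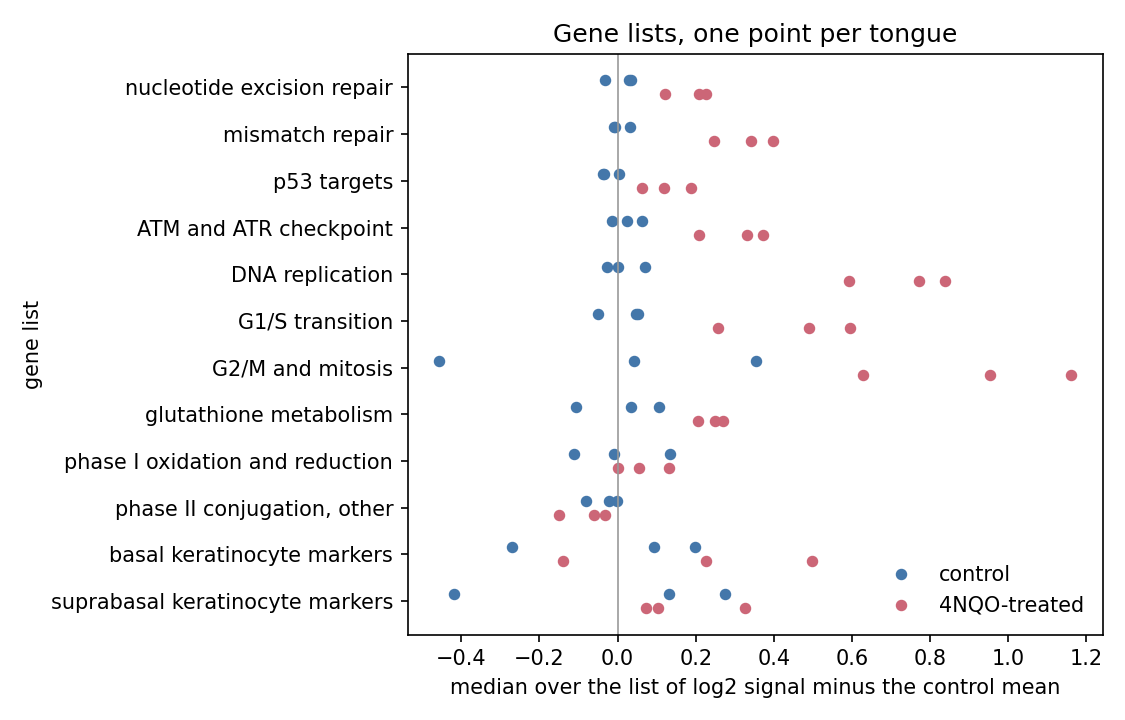
Median over each gene list of the log2 signal minus the mean of the control tongues, with 1 point for each of 3 control and 3 4NQO-treated tongues. The 4NQO-treated tongues lie between 0.59 and 0.84 for DNA replication, above all control tongues, and overlap the control tongues for phase I genes and for both keratinocyte lists.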

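Of the 18 genes in the study's NRF2-regulated set, 15 had a probe set of their own, and their median log2 fold change was 0.73. 5 rose at an adjusted p under 0.05 from limma (Akr1b8, Gclc, Ptgr1, Gsta3 and Nqo1), none fell and 10 did not pass, while 11 rose when adjusted over the list alone. Nqo1, a quinone reductase, rose 3.21-fold (log2 fold change 1.68, standard error 0.22, adjusted p = 0.0471 from limma), and it passed in 6 of 16 alternatives. The set was higher than other genes by limma's camera test with the preset correlation (p = 5.80e-16) and with an estimated correlation (p = 0.0117). Adjusted over all 47 lists, p was 0.105 with an estimated correlation. By fry, which tests a set for a shift in one direction and not against other genes, the adjusted p was 0.00636. The mean SAM score of the set was 2.78, and none of 10000 random sets of 15 genes matched on mean expression reached it, a comparison that leaves out the correlation between members, estimated at 0.204. The study drew the set from mouse esophagus, not from these arrays. From the array, the immunostaining and the exome data, the paper concludes that 4NQO leads to oxidative damage, mutations and NRF2 activation in the squamous epithelium of the tongue.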

IHC was performed to compare expression of 8OHdG, NRF2, and four classical NRF2-regulated genes (NQO1, HO1, MT1 and GCLC) in 4NQO-treated tongue and control tongue. All these markers were dramatically overexpressed in the 4NQO-treated tongue epithelial cells (Figure 2). We further analyzed DNA mutations in 4NQO-treated tongue using whole exome sequencing. Single nucleotide variants (SNVs) mainly took place at the G nucleotide. In sample 4NQO1, 28 out of 75 single SNVs took place at the G nucleotides. In sample 4NQO2, 54 out of 153 SNVs took place at the G nucleotides (Suppl. Excel 4). The preference for mutations at the G nucleotide is consistent with a recent whole genome sequencing study on the mutagenic spectrum of 4NQO in *Aspergillus nidulans* [22]. These data clearly demonstrated that 4NQO treatment results in oxidative damage, DNA mutations and Nrf2 activation in squamous epithelial cells of mouse tongue, and also suggested that the 4NQO-induced oral carcinogenesis model in mice is a relevant model system for studies on oxidative stress-associated oral cancer.

**Figure 2:**
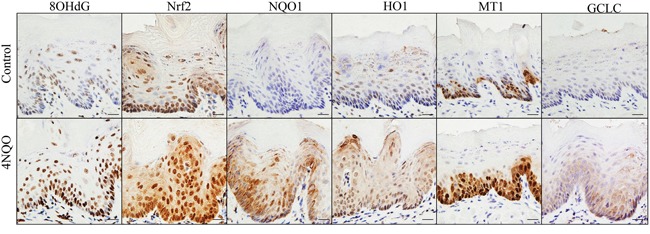
4NQO treatment enhances oxidative DNA damage (8OHdG) and up-regulates expression of NRF2 and its target genes in mouse tongue (NQO1, HO1, MT1 and GCLC)

### SFN activates Nrf2 in oral squamous epithelial cells and prevents 4NQO-induced oxidative damage *in vitro* and *in vivo*

SFN was examined for its activating effect on Nrf2 and inhibitory effect on oxidative DNA damage *in vitro* and *in vivo*. SFN treatment of DOK cells not only increased NRF2 expression, but also its nuclear accumulation (Figure 3A). Western blotting confirmed that SFN up-regulated the expression of NRF2 and its target genes (HO1 and NQO1) in a dose-dependent manner (Figure 3B). More importantly, treatment of DOK cells with SFN prior to 4NQO treatment prevented 4NQO-induced oxidative DNA damage in a dose-dependent manner. On the contrary, MSB, a SFN analogue without the isothiocyanate moiety, did not have any protective effect on oxidative DNA damage (Figure 3C).

**Figure 3:**
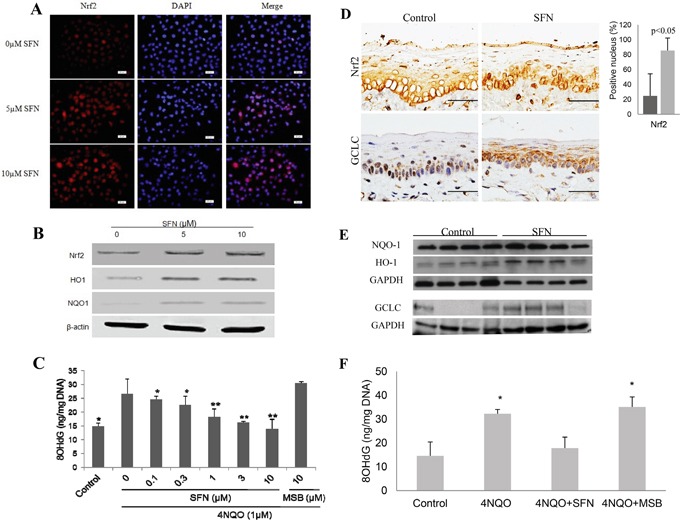
SFN treatment up-regulates NRF2 and its target genes, and suppresses 4NQO-induced oxidative DNA damage *in vitro* and *in vivo* **A.** There is a dose-dependent increase of nuclear NRF2 in DOK cells after SFN treatment as determined by immunofluoresent staining with DAPI counterstaining. **B.** SFN treatment up-regulates expression of NRF2, HO1 and NQO1 in DOK cells as determined by Western blotting. **C.** Pre-treatment of SFN inhibits the level of 8OHdG after 4NQO treatment of DOK cells, whereas MSB does not have such an effect. **D.** IHC and quantitation shows a significant increase of the number of epithelial cells with nuclear Nrf2 and an increase of GCLC expression in mouse tongue after topical SFN treatment. **E.** Western blotting of NQO1, HO1 and GCLC shows a significant increase in HO1 (p<0.05) and slight increase of NQO1 and GCLC in SFN-treated mouse tongue. **F.** SFN treatment reduces the level of 8OHdG in mouse tongue due to 4NQO treatment. MSB does not have such an effect.

Topical application of SFN on mouse tongue for 2 weeks induced nuclear accumulation of NRF2 and up-regulation of GCLC in squamous epithelial cells of mouse tongue. Semi-quantitation of NRF2 staining showed a significant increase of epithelial cells with nuclear NRF2 in SFN-treated samples (Figure 3D). Western blotting also showed up-regulation of HO1, NQO1 and GCLC by SFN (Figure 3E). As expected, topical application of SFN for two weeks prior to 4NQO treatment inhibited oxidative DNA damage. In contrast, topical application of MSB did not have a significant effect on 4NQO-induced oxidative DNA damage (Figure 3F).

### SFN prevents 4NQO-induced oral carcinogenesis in wild-type mice, but not in *Nrf2*^-/-^ mice

In a long-term experiment, SFN were topically applied to tongues of wild-type and *Nrf2*^-/-^ mice for 25 weeks (1 week prior to 4NQO treatment, 16 weeks during 4NQO treatment, and 8 weeks afterwards). SFN significantly reduced the number of visible tumors and the incidence of tongue SCC in wild-type mice. However the chemopreventive effect of SFN was completely lost in *Nrf2*^-/-^ mice (Table 1).

**Table 1:** Chemopreventive effects of sulforaphane on 4NQO-induced oral carcinogenesis ^a^

Group	Genotype	Treatment	No	Visible Tumor (%)	No. of Tumor	Tumor Volume (mm^3^)	Dysplasia	SCC
A	Wild-type	-	10	-	-	-	-	-
B	Nrf2^-/-^	-	10	-	-	-	-	-
C	Wild-type	4NQO	26	21 (80.8%)	1.00±0.63	5.27±10.09	8(30.8%)	18(69.2%)
D	Wild-type	4NQO, SFN (-1~24w)	28	14 (50%)^b^	0.61±0.69	5.80±13.90	17(60.7%)	11(39.3%)^b^
E	Nrf2^-/-^	4NQO, SFN (-1~24w)	24	17 (70.8%)	1.42±1.21^c^	5.35±9.01	8(33.3%)	16(66.7%)^d^

a 4NQO was given in drinking water (50μg/ml) for 16 weeks, and then replaced by water for 8 weeks. SFN was topically applied on the tongue at the concentration of 50 mM (50μl, 3 times per week).

b *P*<0.05 (as compared with Group C)

c *P*<0.01 (as compared with Group D)

d *P*<0.05 (as compared with Group D)

With IHC staining, we examined expression of Nrf2, HO1, NQO1 and 8OHdG in mouse tongue. Increased expression of NRF2 was observed in dysplasia but not in SCC as compared with normal samples (Figure 4A, 4B, 4C). Semi-quantitation of NRF2 expression confirmed this expression pattern (Figure 4D). Using IHC and Western, we also examined expression of HO1 and NQO1. Both NRF2-regulated genes shared the same expression pattern of NRF2 in normal, dysplasia and SCC tissues (Figure 4E-4J; semiquantiatation data of HO1 and NQO1 expression are not shown). Topical treatment with SFN up-regulated expression of HO1 and NQO1 in wild-type tongue (Group D), but not in *Nrf2*^-/-^ tongue (Group E) (Figure 4K). Consistent with this observation, 8OHdG was at the highest level in dysplasia, and slightly reduced by SFN in wild-type tongue, but not in *Nrf2*^-/-^ tongue (Figure 4O).

**Figure 4:**
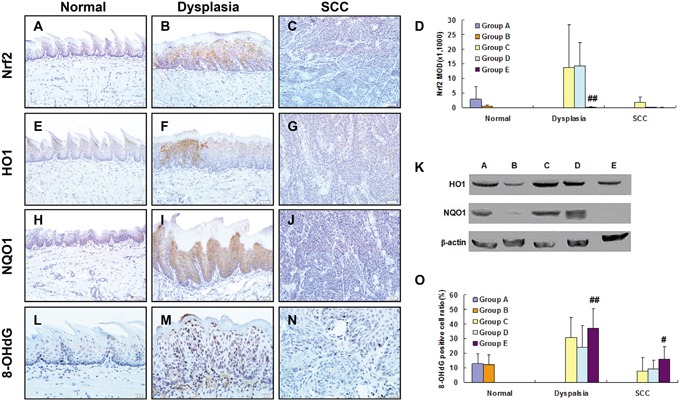
Expression of NRF2, HO1, NQO1 and 8OHdG in 4NQO/SFN-treated mouse tongue: Normal epithelium (A, E, H, L), dysplasia (B, F, I, M) and SCC (C, G, J, N) Expression of NRF2 in the epithelial cells oral tissues was semi-quantitated after (D). ^##^ Statistically different from Group C (p<0.01). Expression of HO1 and NQO1 as determined by Western blotting (K). DNA oxidative damage level (the percentage of 8-OHdG positive cells) in the epithelial cells was semi-quantitated after IHC staining (O). ^#^ Statistically different from Group C (p<0.05); ^##^ Statistically different from Group C (p<0.01).

## DISCUSSION

In this study, SFN was shown to prevent 4NQO-induced oxidative damage and oral carcinogenesis in mouse tongue. Both pharmacological and genetic approaches demonstrated that SFN exerted its chemopreventive effects through NRF2 and the isothiocyanate moiety *in vitro* and *in vivo*. Using cell culture, mouse model, and human samples, we validated SFN as an effective chemopreventive agent for oxidative stress-associated oral carcinogenesis.

The 4NQO-induced oral carcinogenesis model with mice has been widely used for mechanistic and chemopreventive studies on oral cancer [13, 14]. It is known that 4NQO produces oxidative stress directly through generating reactive oxygen species (ROS) and indirectly through depleting GSH, and thus generates oxidative DNA damages [23, 24]. 4NQO also induced the formation of cellular topoisomerase I-DNA cleavage complexes, which may contribute to its mutagenesis and carcinogenesis [25]. 

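Among 30 measured textbook targets of NRF2, the transcription factor of the antioxidant response, 9 rose in 4NQO-treated tongue, none fell and 21 did not pass the limma test over all genes (23 rose when adjusted over the list alone; adjusted p = 0.103 with an estimated correlation). Apart from Cbr3 and Nqo1, these 9 genes are ones that the study picked on these arrays, so their direction is not independent evidence. Cbr3, a carbonyl reductase, rose 2.52-fold (log2 fold change 1.33, standard error 0.15, adjusted p = 0.0295 from limma). Gclm, the regulatory partner of Gclc, had a log2 fold change of 1.35 (adjusted p = 0.102 from limma). Nfe2l2, which encodes NRF2, had a log2 fold change of 0.61 (standard error 0.16, adjusted p = 0.231 from limma), with all 4NQO-treated tongues above all control tongues. A second, dimmer probe set of Nfe2l2 had a log2 fold change of -0.07 (standard error 0.30) and did not pass the test. Keap1, which encodes the repressor of NRF2, had a log2 signal of 8.43 ± 0.30 (SD, n = 3) in control tongue and 8.49 ± 0.24 (SD, n = 3) in 4NQO-treated tongue. A second, dimmer probe set of Keap1 had a log2 fold change of -1.13 (standard error 1.06) and did not pass the test. Of 18 genes of superoxide dismutases, catalase, peroxiredoxins and thioredoxins, none passed in limma over all genes, and 3 rose and 1 fell when adjusted over the list alone (3 higher and 1 lower at an unadjusted p under 0.05; camera's adjusted p = 0.744). In that list Cat, catalase, had a log2 fold change of 0.77 and Txnip, an inhibitor of thioredoxin, had -0.87.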

Our microarray data of 4NQO-treated mouse tongue confirmed NRF2 activation and up-regulation of NRF2-regulated genes as oxidative stress response (Figure 2; Suppl. Excel 1, 2, 3). These data are consistent with a RNA-seq study comparing control mouse tongue with 4NQO-treated mouse tongue. In addition to up-regulation of 375 genes and down-regulation of 310 genes in that study, pathway analysis showed an enrichment of gene sets like “response to oxidative stress, glutathione metabolism, metabolism of xenobiotics by cytochrome P450” [26]. These data support the notion that 4NQO-induced oral carcinogenesis in mice (Figure 5) mimics oral carcinogenesis in humans at least in oxidative stress-associated mechanisms. It should be noted that exome sequencing data of 4NQO-treated mice showed some differences between mouse model and human cancer. In human oral cancer, C:G>A:T transversion and mutations at C nucleotides are more commonly seen [27, 28]. In this study, we also found that NRF2 activation was more prominent at the stage of dysplasia than the stage of cancer (Figure 4). These differences suggest multiple etiological factors for human oral cancer apart from oxidative stress.

**Figure 5:**
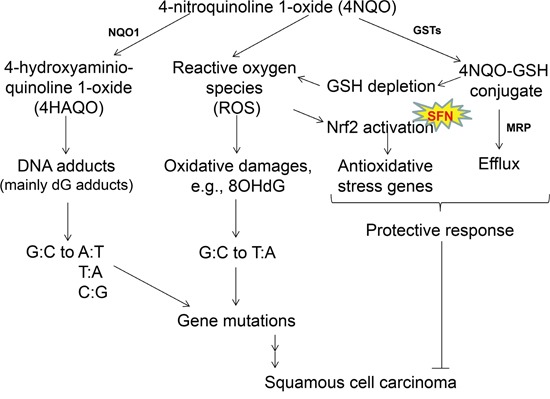
Mechanisms of 4NQO-induced oral carcinogenesis, and the chemopreventive mechanisms of SFN When 4NQO is quickly metabolized in the squamous epithelial cells by NQO1, the ultimate carcinogen (4-hydroxyaminoquinoline 1-oxide, 4HAQO) causes gene mutations. Meanwhile, metabolism by glutathione transferases (GSTs) results in glutathione (GSH) depletion in these cells as well, and generates ROS which also produces oxidative damages and gene mutations. These gene mutations are presumably the driving force leading to SCC in mouse tongue. As a protective response, 4NQO-GSH conjugate is expected to be eliminated through multidrug resistant protein (MRP), and ROS activates the Nrf2 pathway which regulates antioxidative stress genes such as MT1, HO1, superoxide dismutase (SOD) and catalase. It is known that NQO1, GSTs, MRP, SOD, catalase are all transcriptionally regulated by NRF2. Based on this proposed mechanism, the 4NQO-induced oral carcinogenesis model in mice shares the same mechanism of oxidative damage as human oral carcinogenesis. SFN, which acts as a chemopreventive agent for 4NQO-induced oral carcinogenesis in mouse tongue through NRF2 and the isothiocyanate moiety, is therefore potentially effective for chemoprevention of human oral cancer.

The NRF2 pathway is a major cellular defense pathway through transcriptional regulation of its target genes involved in detoxification and anti-oxidative stress response. For example, NQO1 is a widely-distributed FAD-dependent flavoprotein that promotes obligatory 2-electron reductions of quinones, quinoneimines, nitroaromatics, and azo dyes. By reducing quinone levels, NQO1 minimizes reactive oxygen intermediates and prevents depletion of intracellular thiol pools [29]. HO1 is an oxidative stress-inducible protein which catabolizes heme into carbon monoxide, biliverdin/bilirubin and free iron, and thereby maintains intracellular redox homeostasis [30]. As a small, cysteine-rich and heavy metal-binding protein, MT1 protects cells from oxidative stress [31]. GCLC is the catalytic unit of glutamate cysteine ligase which catalyzes the rate-limiting step in the formation of the cellular antioxidant glutathione [32]. That's why *Nrf2*^-/-^ mice were more susceptible to 4NQO-induced tongue and esophageal carcinogenesis than wild-type mice, whereas *Keap1*-knockdown mice were resistant [33]. Thus, chemical activators of NRF2 are anticipated to be chemopreventive against oxidative stress-associated carcinogenesis. Such chemicals are classified into about ten chemically distinct classes based on their chemical structures and the nature of reaction with cysteine sulfhydryl groups [34]. Irrespective of their chemical differences, many of these compounds have shown chemopreventive effects against 4NQO-induced mutagenesis or carcinogenesis, such as green tea polyphenols [35], lycopene [36], selenium and vitamin E [37], butylated hydroxyanisole [38], naturally occurring plant phenolics [39], dietary flavonoids chalcone [40], naturally occurring xanthophylls [41], curcumin [42], and indole-3-carbinol [43].

SFN was chosen as a candidate chemopreventive agent in this preclinical study due to its advantages in multiple aspects. First of all, SFN is quite potent in activating NRF2 when topically applied on the skin [44, 45]. Indeed, SFN is ranked at the top among the natural NRF2 activators [46]. Secondly, SFN is a small molecule compound (MW 177) and stable in the polyethylene glycol based formulation suitable for topical application [47]. Thirdly, as a compound within the isothiocyanate group of organosulfur compounds, SFN is particularly rich in young cruciferous vegetables such as broccoli, Brussels sprouts or cabbages. It is produced when the enzyme myrosinase transforms glucoraphanin upon damage to the plant. SFN can be administered to the oral mucosa not only through topical application of the pure compound, but also through chewing on SFN-rich broccoli sprouts. Both the natural source and synthetic form of SFN are inexpensive and thus would allow the long-term use for oral cancer prevention. Fourthly, SFN has been used in clinical trials for human diseases with very good safety profiles [48].

There are two major concerns of using SFN for oral cancer prevention. NRF2 is a double-edged sword and can be carcinogenic when overactive. *Nrf2* was found to prevent inhibition but accelerate progression of lung carcinogenesis *in vivo* [49]. *K-Ras(G12D), B-Raf(V619E)* and *Myc(ERT2)* each increased the transcription of *Nrf2* to confer a more reduced intracellular environment. Genetic targeting of the *Nrf2* pathway impairs *K-Ras(G12D)*-induced proliferation and tumorigenesis *in vivo* [50]. These data suggest that careful timing of NRF2 activation is a critical issue in balancing the induction and prevention of oral carcinogenesis. Although there is a need to induce NRF2 before cancer initiation, further activation of NRF2 at certain late stage may promote carcinogenesis. To reconcile the good and bad sides of NRF2, Kensler and Wakabayashi proposed a concept of “inflection point” to explain why intermittent dosing with an NRF2 activator (e.g., one or several doses a day) is unlikely to promote carcinogenesis in contrast to constitutive NRF2 activation when *Nrf2* or *Keap1* is mutated [51]. In fact, SFN acts on KEAP1 in a reversible manner. As a result, systemic administration of SFN did not promote the growth of *K-ras(G12D)*-induced lung tumors and had no significant effect on the growth of established tumor xenografts in nude mice [52]. Therefore we do not expect topical application of SFN would promote oral carcinogenesis. It is also possible that SFN may exert its chemopreventive effect through NRF2-independent mechanisms, such as cell cycle regulation, induction of apoptosis, etc [53, 54]. Since these NRF2-independent effects usually take place at high concentrations and the chemopreventive effect of SFN was diminished in *Nrf2*^-/-^ mice, it is therefore believed that SFN mainly acts through NRF2 in this current study.

While this manuscript was in preparation, one abstract was published to evaluate the chemopreventive efficacy and mechanisms of NRF2 for oral carcinogenesis *in vitro* and *in vivo*. It is very interesting that short-term treatment of healthy volunteers with topical or oral SFN-rich broccoli sprout extract resulted in up-regulation of NQO1 expression in oral mucosa of 70% subjects (7 out of 10) [55].

In summary, these data clearly demonstrate that SFN has chemopreventive effects on oxidative stress-associated oral carcinogenesis, and such chemopreventive effects depend on NRF2 and the isothiocyanate moiety. Clinical chemoprevention trials using topical SFN in humans are therefore warranted.

## MATERIALS AND METHODS

### Collection of human samples

A total of 15 samples of normal epithelium and 21 samples of OLK were collected from human patients in the Department of Oral Medicine, Beijing Stomatological Hospital, Capital Medical University, from 2012 to 2014. The informed consent was obtained from all patients. The OLK lesion and normal mucosa were biopsied, fixed in 10% buffered formalin and embedded in paraffin. OLK was defined as a white patch or plaque that cannot be characterized clinically or pathologically as any other disease [56].

### Synthesis of sulforaphane (SFN) and 4-methylsufinylbutylamine (MSB)

SFN is known to activate NRF2 through a reaction between its isothiocyanate moiety with Keap1 cysteine sulfhydryl group [57]. SFN was synthesized by us (SZ and XC) using a previously published method of chemical synthesis [58]. MSB was synthesized as a SFN analogue without the isothiocyanate moiety (Figure 6). The detailed procedure of chemical synthesis and MRI data are provided in Supplementary File.

**Figure 6:**
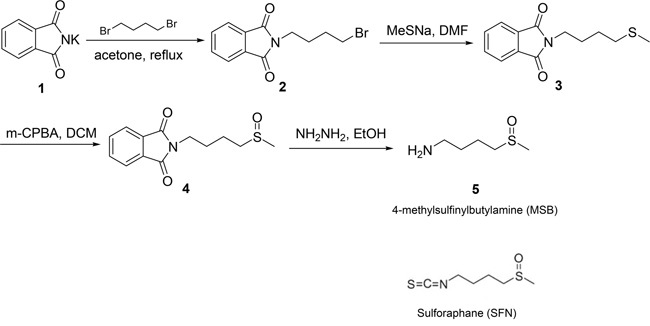
Chemical structures of SFN and MSB, and the synthetic process of MSB

### Cell culture and treatment

Human dysplastic oral keratinocytes (DOK) were obtained from Sigma (St Louis, MO). The DOK cells were cultured with DMEM/High glucose (Hyclone) medium supplemented with 15% FBS in culture incubator at 37C in 5% CO2. To determine whether SFN treatment may activate Nrf2 pathway, we determined Nrf2 localization with immunofluorescent staining. A total of 5×10^4^ cells were cultured on a 24-well plate and treated with SFN (5 or 10μM) for 24 hours. Cells were fixed in cold 10% buffered neutral formalin for 10 minutes for immunofluorescent staining of NRF2.

To determine whether SFN treatment may inhibit 4NQO-induced oxidative damage, cells were treated by SFN (0.1, 0.3, 1, 3, or 10μM) or MSB (10μM) for 24 hr, and then 4NQO (1μM) for 12hr. These concentrations were determined in a preliminary experiment in which SFN and MSB (≤10μM) and 4NQO (≤1μM) did not significantly suppress cell growth as determined by a cell proliferation assay (data not shown). The cells were harvested for measurement of 8-OHdG by enzyme immunoassay (EIA).

### Immunohistochemical staining (IHC) and immunofluorescent staining

Human samples of OLK lesion and normal mucosa were stained with a rabbit anti-NRF2 antibody (1:200) [59] or anti-8-oxo-2′-deoxyguanosine (8OHdG, 1:800; Abcam, Cambridge, MA). After deparaffinization, sections were submerged in methanol containing 0.3% hydrogen peroxide for 15 min to inhibit endogenous peroxidase activity. Antigen retrieval was done for incubating the sections in 0.01 mol/L citrate buffer (pH 6) in microwave. The antigen was detected with astreptavidin-peroxidase reaction kit (VECTASTAIN Elite ABC Kit; Vector Labs, Burlingame, CA). To ensure the specificity of the primary antibody, control tissue sections were incubated in the absence of primary antibody.

Immunofluorescent staining of NRF2 was conducted on cells with a rabbit polyclonal anti-NRF2 antibody (1:400), and then a goat anti-rabbit IgG secondary antibody labeled with Alexa Fluor 546 (Invitrogen, Carlsbad, CA). After counterstaining with DAPI, fluorescent signals were visualized under a fluorescent microscope.

Mouse tissue sections were analyzed for 8OHdG and expression of NRF2, NAD(P)H dehydrogenase [quinone] 1 (NQO1), heme oxygenase 1 (HO1), metallothionein 1 (MT1), and glutamate-cysteine ligase, catalytic subunit (GCLC) by IHC with the following antibodies overnight at 4C: a rabbit polyclonal anti-8-OHdG antibody (1:8000; Abcam), a rabbit polyclonal anti-NRF2 (1:200) [59], a rabbit polyclonal anti-NQO1 antibody (1:8000; Abcam), a mouse monoclonal anti-MT1 (1:100; Accurate Chemical & Scientific, Westbury, NY), a rabbit polyclonal anti-HO1 (1:25; Abcam), and a rabbit polyclonal anti-GCLC (1:100; LifeSpan BioSciences, Seattle, WA).

Immunostaining was semiquantitated for comparison between groups in some experiments. Expression of NRF2 was semi-quantitated using a computerized image analysis system (ImagePro Plus; Media Cybernetics, Rockville, MD). The area of positive staining and the mean optical density were measured for calculation of integrated optical density (IOD) by multiplying density by area. The percentage of 8OHdG-positive cells was calculated as the number of positively stained cells divided by the total number of tongue epithelial cells. Three non-contiguous, randomly selected, high-power fields (x400) were photographed and counted per sample.

### Western blotting

Cells were treated with 5 or 10μM SFN for 24 hours, lysed and fractionated to obtain cytoplasmic and nuclear fractions. The nuclear extract was used for Western blotting of NRF2, and the cytoplasmic extract for HO1 and NQO1. Western blotting was done with a standard protocol. In brief, 20μg of protein was resolved on a SDS-polyacrylamide gel and transferred to nitrocellulose membranes. NRF2, HO1, and NQO1 were detected with a rabbit polyclonal anti-NRF2 antibody (1:1000; Abcam), a rabbit polyclonal anti-HO1 antibody (1:2000; Abcam), and a mouse polyclonal anti-NQO1 antibody (1:1000; Cell Signaling, Danvers, MA), respectively. Membranes were developed with ECL chemiluminescence and exposed on X-ray film. Quantitation of the bands on the film was carried out by a densitometer. Mouse tongue samples were homogenized and lysed in RIPA buffer for Western blotting of NQO1, HO1 and GCLC in a similar way. GAPDH or β-actin was detected as a loading control.

### Enzyme immunoassay (EIA) for 8-OHdG

The cells were lysed in 100μl buffer (25 mM NaOH, 0.2 mM EDTA) at 95C for 60 min. After DNA extraction, 8OHdG was measured using 8OHdG ELISA Kit (Rapidbio, West Hills, CA) according to the manufacturer's instructions. The level of 8OHdG was expressed as ng per mg total DNA. Mouse tongue was weighed and homogenized, lysed in the buffer, DNA extracted, and measured for 8-OHdG in a similar way.

### Affymetrix gene microarray and data analysis

All the experimental procedures involving the use of mice were approved by the Institutional Animal Use and Care Committee, Beijing Stomatological Hospital. C57BL/6J mice were given 4NQO (100μg/ml in drink) for 8 weeks. Non-treated control samples were used for comparison. Total RNA was extracted from individual mouse tongue tissue using TRIzol (Invitrogen, Carlsbad, CA). These RNA samples were checked for their quality using gel electrophoresis and their concentrations were measured using spectrophotometry. GeneChip mouse Genome Array (Affymetrix, Santa Clara, CA) containing 45,101 oligo probes were used to detect differential gene expression between tongue tissues of control and treated mice. One μg of total RNA was used for labeling and processing after quality validation. GeneChip hybridization and scanning were performed according to the Affymetrix protocols. Briefly, double-stranded cDNA containing T7 promoter (Genset, La Jolla, CA) was synthesized from total RNA using the SuperScript Choice System (Invitrogen). Biotinylated cRNAs were generated from cDNAs by *in vitro* transcription and amplified by using the BioArray T7 RNA polymerase labeling kit (Enzo Diagnostics). After purification of cRNAs by GeneChip Sample Cleanup Module (Affymetrix), 15 μg of cRNA was fragmented at 94°C for 35 min. Approximately 12.5 μg of fragmented cRNA was used in a 250-μl hybridization mixture containing herring-sperm DNA (0.1 mg/ml; Promega), plus bacterial and phage cRNA controls (1.5 pM BioB, 5 pM BioC, 25 pM BioD, and 100 pM Cre) to serve as internal controls for hybridization efficiency. Aliquots (200 μl) of the mixture were hybridized to arrays for 16 h at 45°C in a GeneChip Hybridization Oven 640 (Affymetrix). Each array was washed and stained with streptavidin–phycoerythrin (Invitrogen) and amplified with biotinylated anti-streptavidin antibody (Vector Laboratories) on the GeneChip Fluidics Station 450 (Affymetrix). Arrays were scanned with the GeneArray G7 scanner (Affymetrix) to obtain image and signal intensities. Data pre-processing was carried out in R with Bioconductor package biocLite for quality filtering and data normalization. All probe sequences were BLAT against Affymetrix mouse annotation (Mouse430_2.na32.annot.csv), and were annotated with Gene Symbol.

Significance analysis of microarrays (SAM) was used for identification of differentially expressed genes. Pre-processed data were used to construct a series of data matrix files for further analysis. For a given data matrix, the rows were excluded if more than 40% of missing values were observed. The rest of missing data was imputed with a K-nearest neighbor (k=9) approach. Differentially expressed genes were obtained from two-class SAM in Excel with the median number of false positive less than 1. Gene set analysis (GSA) was carried out as an add-in in Excel to identify differentially expressed gene sets. 1,000 permutations were applied to generate a null distribution for statistical testing, and significantly enriched gene sets were obtained at a false discovery rate cutoff of 0.5. Curated gene sets in canonical pathway (CP; 880 gene sets) were downloaded from the GSEA web portal and used in this study (http://www.broadinstitute.org/gsea/index.jsp). In addition, we generated an NRF2-regulated gene set based on our previous gene array study [60] (Suppl. Excel 3), and conducted GSA accordingly. The microarray data have been submitted to the GEO database (GSE39629).

### Whole exome sequencing

DNA samples of 3 mouse tongues were analyzed by whole exome sequencing: one control, one 4NQO-treated (100μg/ml in drink for 8 weeks) and one 4NQO plus ethanol treated (100μg/ml 4NQO and 8% ethanol in drink for 8 weeks). Genomic DNA was extracted from mouse tongue epithelium, quality checked, and submitted to Otogenetics Corporation (Norcross, GA) for exome capture and sequencing. Briefly, genomic DNA was subjected agarose gel and OD ratio tests to confirm the purity and concentration prior to Covaris (Covaris, Inc., Woburn, MA) fragmentation. Fragmented DNAs were tested for size distribution and concentration using an Agilent Bioanalyzer 2100 and Nanodrop. Illumina libraries were made from qualified fragmented DNA using NEBNext reagents (New England Biolabs, Ipswich, MA) and the resulting libraries were subjected to exome enrichment using SureSelect XT Mouse All Exon Kit (Agilent Technologies, Wilmington, DE) following manufacturer's instructions. Enriched libraries were tested for enrichment by qPCR and for size distribution and concentration by an Agilent Bioanalyzer 2100. The samples were then sequenced on an Illumina HiSeq2000 which generated paired-end reads of 100 nucleotides (nt). Data was analyzed for data quality, exome coverage, and exome-wide SNP/InDel using the platform provided by DNAnexus (DNAnexus, Inc, Mountain View, CA). This method targets 49.6 Mb of mouse exome. Exon definition is derived from Ensembl and RefSeq, designed against mm9 reference from UCSC. Gene mutations were analyzed by comparing data of the control tongue with that of 4NQO-treated tongue (one treated with 4NQO alone and another with 4NQO and ethanol) after noncoding and synchronymous SNVs were removed. The minimum depth of sequencing was set at 10.

### Animal experiments with SFN

In order to determine whether topical SFN may activate NRF2 in mouse tongue, a two-week study was performed in which C57BL/6J mice (6-8 weeks old; n=5; Beijing Vital River Laboratory Animal Company, Beijing, China) were topically treated with SFN (100 mM, 50μl, 5 times per week). In the literature, 0.1-1 μmole per day have been used for topical application on mouse skin for preventing skin cancer and treating pachyonychia congenital [44, 61]. We chose 5 μmole per day because this study was a proof-of-concept experiment which will be followed by a dose-response experiment. Unlike topical application on mouse skin, topical application into mouse oral cavity may be less bioavailable because mice tended to spit excessive liquid right after application. A control group of mice (n=5) were treated in the same way with corn oil. At the end of the study, half of the tongue was collected and fixed in 10% buffered formalin and embedded in paraffin for IHC of NRF2 and GCLC. The second half of the tongue was snap-frozen in liquid nitrogen and stored at -80C for Western blotting of NQO1, HO1, and GCLC.

In order to determine whether topical SFN may protect mouse tongue from 4NQO-induced oxidative damage, wild-type C57BL/6J mice (6-8 weeks old) were treated with 4NQO in drinking water (100μg/ml) for 8 weeks. Two weeks before and during 4NQO treatment, the first group did not receive any other treatment (n=15); the second group was topically treated with SFN (n=15; 100 mM, 50μl, 5/week); and the third group with MSB (n=15; 100 mM, 50μl, 5/week). Mice not treated with 4NQO (n=10) served as the negative control. All the mice were sacrificed at the end of week 10. One half of the tongue was snap-frozen in liquid nitrogen for analysis of 8-OHdG and the other half was fixed in formalin and embedded in paraffin.

In a long-term chemoprevention study with SFN, wild-type C57BL/6J mice (6-8 weeks old) and *Nrf2*^-/-^ mice (RIKEN BioResource Center, Japan) were bred in-house and PCR genotyped [62]. Mice were assigned to 5 groups: Group A (n=10) as the wild-type negative control; Group B (n=10) as the Nrf2^-/-^ negative control; Group C (n=30) as the positive control group; Group D (n=30) as the wild-type experimental group; and Group E (n=30) as the *Nrf2*^-/-^ experimental group. Group C, D and E were given 4NQO in drinking water (50μg/ml for 16 weeks). SFN treatment (50 mM in corn oil, 50μl, 3/week) were administered to Group D and E throughout the whole experiment (-1~24w) (Table 1). An earlier study has clearly demonstrated that *Nrf2^-/-^* mice were more susceptible to 4NQO-induced tongue carcinogenesis than wild-type mice [33]. Therefore, we did not include an “*Nrf2^-/-^*+4NQO” group and an “*Nrf2^-/-^*+4NQO+ SFN” group for the sake of saving the number of animals. All mice were monitored for their body weights weekly and sacrificed at Week 24. The tongue was harvested and examined for the presence of macroscopic alterations, then split longitudinally. One half of the tongue was snap frozen in liquid nitrogen for Western blotting (HO1 and NQO1), and the half was fixed overnight in 10% neutral-buffered formalin, processed, and embedded in paraffin for histopathology.

Histopathological analysis was performed blind by our research pathologist without prior knowledge of the experiment. Dysplasia and SCC were diagnosed with established criteria. Dysplasia was characterized by irregular epithelial stratification, increased number of mitotic figures, increased nuclear-to-cytoplastic ratio, and loss of polarity of basal cells. SCC was diagnosed when dysplastic cells invaded underlying tissues [56]. Tissue sections were used for analysis of Nrf2, HO1, NQO1, and 8-OHdG with IHC.

### Statistical analysis

Fisher's exact test was used for evaluation of tumor incidence, Student's t test for two-group comparisons, and one-way ANOVA for multiple-group comparisons. Values were expressed as mean ± SD. P<0.05 was considered statistically significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

4HAQO: 4-hydroxyaminoquinoline 1-oxide
4NQO: 4-nitroquinoline 1-oxide
8OHdG: 8-oxo-2′-deoxyguanosine
CP: canonical pathway
EIA: enzyme immunoassay
GCLC: glutamate-cysteine ligase catalytic subunit
GSA: gene set analysis
GSH: glutathione
GST: glutathione transferase
HO1: heme oxygenase 1
IHC: immunohistochemical staining
IOD: integrated optical density
MSB: 4-methyl sulfinylbutylamine
MRP: multidrug resistance protein
MT1: metallothionein 1
NQO1: NAD(P)H dehydrogenase [quinone] 1
NRF2: nuclear factor, erythroid 2-like 2
OLK: oral leukoplakia
ROS: reactive oxygen species
SAM: significance analysis of microarrays
SFN: sulforaphane
SCC: squamous cell carcinoma
SNV: single nucleotide variant
SOD: superoxide dismutase.

# Supplementary material for: Chemoprevention of oxidative stress-associated oral carcinogenesis by sulforaphane depends on NRF2 and the isothiocyanate moiety
**Source:** Oncotarget. 2016 Jul 15;7(33):53502–14. doi: 10.18632/oncotarget.10609
**Supplement:** Supplementary file 1

## Chemoprevention of oxidative stress-associated oral carcinogenesis by sulforaphane depends on NRF2 and the isothiocyanate moiety

### SUPPLEMENTARY DATA

To a stirred solution of 4-aminobutan-1-ol (**1**) (1g, 11.25 mmol) in THF (15 mL) was added (Boc)<sub>2</sub>O (2.58g, 11.8 mmol, 1.05eq) at r.t., and the mixture was stirred at r.t. for 1h. The solution was concentrated to dryness, and the oily residue was purified by flash column chromatography (petroleum ether: EtOAc=1:1) to give *tert*-butyl (4-hydroxybutyl)carbamate (**2**) as colorless oil that solidified to a white solid on standing (2.2g, 99% yield). <sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>): δ 1.37 (s, 9H), 1.50 (m, 4H), 3.05 (m, 2H), 3.56 (m, 2H); <sup>13</sup>C NMR (125 MHz, CDCl<sub>3</sub>): δ 26.71, 28.59, 29.87, 40.48, 62.23, 79.30, 156.47.

MsCl (1.08 mL, 13.92 mmol, 1.2 eq) was added dropwise over 5 min to an ice-cold stirred solution of **2** (2.2g, 11.6 mmol) and Et<sub>3</sub>N (2.42 mL, 17.4 mmol, 1.5 eq) in anhydrous CH<sub>2</sub>Cl<sub>2</sub> (20 mL). The mixture was stirred at 0 °C for 30 min, then allowed to warm to r.t. with stirring for 1h to give a yellow suspension. The suspension was filtered off and the filter cake was rinsed with CH<sub>2</sub>Cl<sub>2</sub> (5 mL). The combined filtrate was washed with H<sub>2</sub>O (10 mL) and brine (10 mL), dried (Na<sub>2</sub>SO<sub>4</sub>), and concentrated to give mesylate **3** (~2.98g) as a colorless oil that was used in the next step without further purification.

A solution of the crude **3** (~2g, 7.5 mmol) in anhydrous DMF (8 mL) was added dropwise to a stirred mixture of NaSMe (764 mg, 11.3 mmol, 1.5 eq) in anhydrous DMF (4 mL) at 0 °C within 12 min to give a thick yellow suspension. The mixture was stirred for 10 min, the ice-bath was removed, and stirring was continued for an additional 1h to give a gray-yellow suspension. The mixture was extracted with EtOAc (3×20 mL) and the combined extracts were washed with H<sub>2</sub>O (20 mL) and brine (20 mL) then dried (Na<sub>2</sub>SO<sub>4</sub>). The crude product

was purified by flash column chromatography (petroleum ether: EtOAc=4:1) to give *tert*-butyl [4-(methylsulfanyl)butyl]carbamate (**4**) as light-yellow oil (1.49g, 90% yield based on **2**). <sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>): δ 1.39 (s, 9H), 1.54 (m, 4H), 2.04 (s, 3H), 2.46 (t, *J*=7.2Hz, 2H), 3.08 (m, 2H); <sup>13</sup>C NMR (125 MHz, CDCl<sub>3</sub>): δ 15.65, 26.48, 28.60, 29.40, 34.04, 40.32, 79.24, 156.18.

A solution of **4** (2.1g, 9.62 mmol) in CH<sub>2</sub>Cl<sub>2</sub> (15 mL) was chilled to -10 °C in an ice-salt bath. A solution of 85% *m*-CPBA (1.97g, 9.62 mmol) in CH<sub>2</sub>Cl<sub>2</sub> (15 mL) was added dropwise over 20 min while the internal temperature was kept below 0 °C. When the addition was completed, the mixture was stirred at 0 °C for 1h and then the resulting light-yellow suspension was treated with saturated aq. NaHCO<sub>3</sub> (20 mL). The organic layer was separated and the aqueous layers were washed with brine (20 mL), dried (Na<sub>2</sub>SO<sub>4</sub>) and concentrated by a rotary evaporator. The crude product was purified by flash column chromatography (DCM:MeOH=50:1) to give 4-(*tert*-butoxycarbonyl)butyl methyl sulfoxide (**5**) as light-yellow oil (2.18g, 96% yield). <sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>): δ 1.83 (m, 4H), 2.53 (s, 3H), 2.67 (t, *J*=6.9Hz, 2H), 3.54 (t, *J*=5.4Hz, 2H); <sup>13</sup>C NMR (125 MHz, CDCl<sub>3</sub>): δ 20.27, 29.18, 38.94, 44.86, 53.66, 130.93.

A solution of **5** (1.5g) and formic acid (9 mL) was stirred at r.t. for 2h. The excess formic acid was removed at r.t. by a rotary evaporator to afford 4-(methylsulfinyl)butylamine (**MSB**) as a light-yellow oil (1.0g, 86% yield). <sup>1</sup>H NMR (300 MHz, CD<sub>3</sub>OD): δ 1.83 (m, 4H), 2.66 (s, 3H), 2.85 (m, 2H), 2.98 (t, *J*=7.2 Hz, 2H); <sup>13</sup>C NMR (300 MHz, DMSO-d<sub>6</sub>): δ 19.33, 26.33, 37.98, 38.47, 52.41; MS (ESI): *m/z* 136 [M+1]<sup>+</sup>.

## Chemical Synthesis of MSB

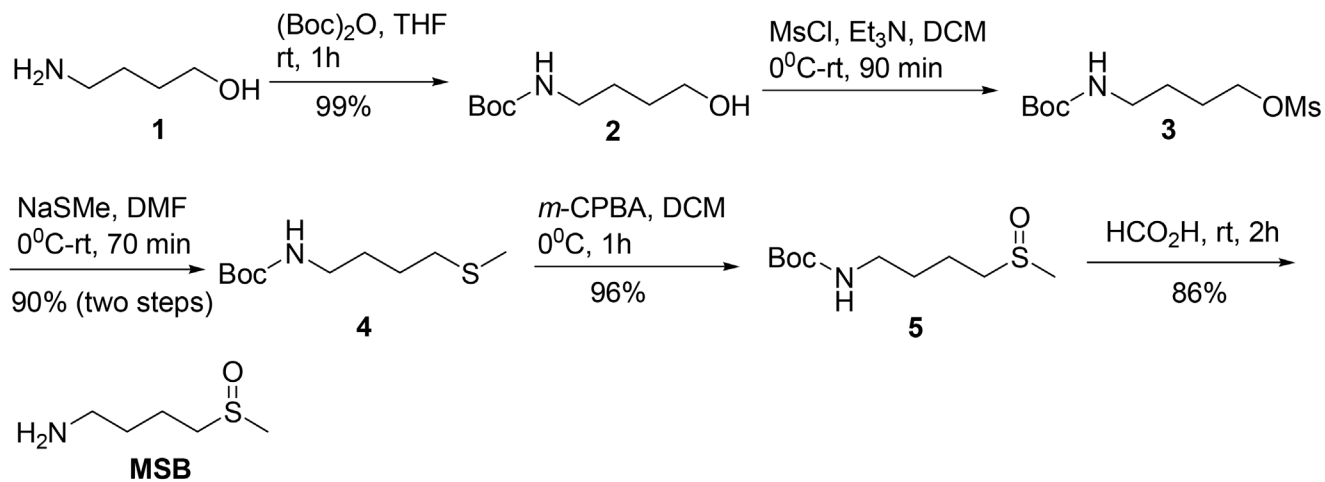

Supplementary File. Method for chemical synthesis of MSB.

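SAM ranks probe sets by a score, the difference between group means divided by its standard error plus a constant s0, and sets the threshold by permuting the group labels. The authors took the list with a median of fewer than 1 false positive. Run with this criterion on 35877 probe sets with a gene name and all 20 label permutations, SAM gave 64 probe sets higher and 1 lower in 4NQO-treated tongue. They held 54 single genes that were higher, among them Mcm5, Akr1b8 and Slc7a11, and Ucp3, which was lower. Another 4 probe sets were annotated to several genes and are not named. All 23 genes that rose in limma's test were among the SAM calls. So were Slc2a1, by a probe set other than the one in limma's test, and Gsta2, and with them all 14 of the genes the paper names among its calls that have a probe set of their own. On 1 probe set per gene, SAM gave 83 genes higher and 0 lower, where Ucp3 was past the threshold in limma's test.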

**Supplementary Excel 1: SAM analysis of gene array data by comparing control and 4NQO-treated mouse tongue.** On the spreadsheet named “SAM output”, 32 genes are up-regulated by 4NQO treatment, and 1 gene down-regulated.

See Supplementary File 1

**Supplementary Excel 2: GSA analysis of gene array data using curated gene sets according to canonical pathways.** On the spreadsheet named “SAM output”, 58 gene sets are up-regulated by 4NQO treatment and 34 gene sets down-regulated.

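By camera at the preset correlation, the lists that were lower in 4NQO-treated tongue were those of muscle, energy metabolism and connective tissue, and none was lower with an estimated correlation or by fry. Fatty acid oxidation and uncoupling had a median log2 fold change of -0.28 over 21 genes, of which Ucp3 fell and 20 did not pass limma's test (2 fell when adjusted over the list alone; adjusted p = 0.195 with an estimated correlation). Pdk4, a kinase that limits glucose oxidation, had a log2 fold change of -0.99 and an adjusted p of 0.0522 from limma. Markers of fast skeletal muscle fibres had a median of -0.15 over 23 genes, slow or regenerating muscle -0.16 over 19 genes, glycolysis and glucose uptake -0.15 over 21 genes (-0.17 over 20 without Pigq, which is not a glycolysis gene), and fibroblasts and extracellular matrix -0.27 over 17 genes. No gene of these 4 lists passed limma's test over all genes, and 1, 5, 1 and 1 were lower and 0, 1, 2 and 0 higher at an unadjusted p under 0.05. With an estimated correlation their adjusted p was 0.584, 0.419, 0.500 and 0.584. Centring each array on its median moved the median log2 fold change of all genes from -0.01 to 0.06, so these small medians shift with the scaling.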

See Supplementary File 2

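The authors' table gives a SAM score for members of the set on the same arrays, and the part of its value sheet used here equals the deposited values within rounding. With the table's own s0, the score recomputed from the deposited values was 5.176 for Akr1b8, 4.617 for Gclc, 4.227 for Gsta3 and 3.417 for Nqo1. These scores equal the paper's reported values to 3 decimals, as do those of the other members that have both a score in that table and a probe set of their own, taking the highest-scoring probe set of each gene. The scores of Gstp1, Gstm1 and Mgst1, a cytosolic pair and a microsomal form of glutathione transferase, were 2.039, 1.885 and 1.619. Nfe2l2 scored 1.508 with one probe set and -0.112 with the other. Taking the highest-scoring probe set of each gene, Pparg and Ahsg scored lowest, at 0.415 and 0.146.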

**Supplementary Excel 3: GSA analysis of gene array data using an NRF2-regulated gene set.** Spreadsheet “NRF2-regulated gene set” contains a gene list obtained from our previous study on *Nrf2*<sup>-/-</sup> mouse esophagus [60].

See Supplementary File 3

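The table lists positions at which the exome of a treated tongue differed from that of the control tongue, with the reference and variant bases and the read counts behind each call. The tongue treated with 4NQO has 75 listed variants, of which 64 change a single base, 9 change several neighbouring bases, 1 is a deletion and 1 an insertion. The tongue treated with 4NQO and ethanol has 153, of which 122 change a single base. Counting all variants by the first reference base, 28 and 54 begin with G, which equals the paper's counts. Among single-base variants, the reference base was G for 26, C for 15, T for 14 and A for 9 in the first tongue, and G for 43, C for 40, T for 24 and A for 15 in the second. G against C did not differ from an even division by an exact binomial test (two-sided p = 0.117 and 0.826). The bases are those of the reference strand, where a change at G of the opposite strand is listed at C. An even division therefore cannot decide whether the changes prefer G. G and C together made up 41 of 64 single-base variants in the first tongue and 83 of 122 in the second. That share was not tested against A and T. There is 1 tongue per treatment, so the difference between them has no replicate check.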

**Supplementary Excel 4: Single nucleotide variants in 4NQO-treated mouse tongue samples identified by whole exome sequencing.** Spreadsheet “normal vs 4NQO1” shows mutations in one mouse tongue treated with 4NQO, and spreadsheet “normal vs 4NQO2” shows mutations in one mouse tongue treated with 4NQO and ethanol.

See Supplementary File 4

How the deposited data were processed for this re-analysis (not part of the article)

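Gene expression was measured on Affymetrix mouse arrays in tongues of 3 control mice and of 3 mice given 4NQO at 100 μg/ml in drink for 8 weeks, 1 array per mouse. The authors pre-processed and normalized the arrays with Bioconductor packages in R, and the deposited values are log2 signals per probe set. The normalization method is not given in the sources used here. For its arrays the paper cites another deposited series than the one these values come from. The first part of the value sheet of Suppl. Excel 3 was compared with the deposited log2 values, and each of its columns matched 1 array within rounding, with the control columns in another order.

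Probe sets were paired with genes through the platform annotation, and symbols were looked up by Entrez ID in a table of the GRCm38.p6 assembly, in which 18032 of 18193 genes were found and 0 symbols changed. Array controls, unnamed probe sets and probe sets of several genes were left out of the tests. No filter on dim genes was applied. limma 3.58.1 in R 4.3.3 was used for all tests of single genes (lmFit and eBayes with an intensity trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation and with fry. SAM was written for this work after its published description, with all 20 label permutations.

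Samples, designs, the 47 gene lists and most alternatives were fixed before the data were examined, except that the first part of the value sheet of Suppl. Excel 3, which equals the deposited values, and its scores of 13 genes had been seen. The genes named are those the paper names, the 10 largest rises and falls among genes past the threshold whose groups do not overlap, and up to 4 members of each list with the smallest p. Genes outside this rule were chosen after their values were seen: Cdt1, Gclm, Bpifb1, Mtm1, Fignl1 and Dctd, and the members of the score table. The glycolysis list holds Pigq through an older symbol that it shares with Gpi1. The alternatives were quantile normalization, centring of each array, leaving out dim genes, other choices of probe set, other variance models, the replicate number as a block, leaving out each array, SAM, the methods' t-test and other thresholds. SAM with the s0 of Suppl. Excel 3, camera with an intensity trend, a fit without both arrays of weakest 5′ Gapdh signal and a fit with the Gapdh difference as a covariate were chosen after seeing the data.

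The test was checked on simulated data with the means and spreads of the 18193 genes and known changes in part of them. For the comparison of 4NQO with control, it recovered 50 of 100 genes changed by 1 on the log2 scale and 90 of 100 changed by 2, with 7 false calls. With 3 arrays per group, small changes of single genes are therefore often missed. The simulation changed 100 genes at each size, while 24 genes passed in the arrays. Adjusted p-values depend on how many genes change, so the recovered shares may be too high for the arrays. The exome table was tallied as the authors give it, and positions were used only to match variants between the exomes and to count called positions per gene. The curated canonical pathway sets and Suppl. Excel 1 and 2 were not used here.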

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

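The genes and lists here passed a test in 4NQO-treated tongue against control and are not discussed in the paper's text, except that the paper reports staining of MT1, a metallothionein, and discusses it. None of the groups is large enough to test single arrays as outliers.

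11 genes that rose in limma's test are not discussed in the paper's text. Their log2 fold changes were 3.53 for Acaa1b, 2.63 for Spink12, 2.51 for Irx2, 2.11 for Sgpp2, 1.98 for Rrm2, 1.91 for Tnfrsf18, 1.71 for Mtm1, 1.67 for Fignl1, 1.33 for Cbr3, 1.32 for Dctd and 1.18 for Tk1. The control signals of Acaa1b, Spink12 and Irx2 are not shown to be above background, so the size and order of their rises are not established. Mtm1, Fignl1 and Dctd fall outside the rule for named genes and were chosen after their values were seen. The other probe sets of Mtm1 had log2 fold changes of 1.30 and 0.13, and the other one of Fignl1 had 0.11. Those of Rrm2 had 1.57 and 1.96. None of these other probe sets passed limma's test over all named probe sets. Spink12 passed in 14 of 15 alternatives, with an adjusted p from 0.00452 to 0.0506, and Acaa1b in 12 of 15, with an adjusted p from 0.00685 to 0.0765. Others passed less often: Tnfrsf18 in 10 of 14, Cbr3 in 10 of 16, Rrm2 and Sgpp2 each in 9 of 16, Tk1 in 8 of 16 and Irx2 in 6 of 15.

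8 lists outside the paper's categories were higher by camera with the preset correlation, and none of them passed with an estimated correlation. Interferon-stimulated genes had a median log2 fold change of 0.94 (adjusted p = 0.266 with an estimated correlation), with a per-array median of 0.55 in control 1, -0.41 in control 2 and -0.38 in control 3 against 0.65, 1.15 and 1.11 in the 4NQO-treated tongues. Oas1a, an antiviral enzyme of that list, had a log2 fold change of 2.22. The cornified envelope and stress keratin list had a median of 0.59 (adjusted p = 0.194), with Krt17 at 1.67 and Sprr1b at 1.94. Inflammatory cytokines and chemokines had a median of 0.56 (adjusted p = 0.266). The per-array median of that list was 0.05 in control 1, -0.39 in control 2 and 0.13 in control 3. It was 0.21 in 4NQO 1, 0.57 in 4NQO 2 and 1.15 in 4NQO 3. The chemokine Ccl5 had a log2 fold change of 2.05. Its mean control signal lies below the array medians and is not shown to be above background, so the size of this difference is not established. T and NK cell markers had a median of 0.44 (adjusted p = 0.419) and macrophage and dendritic cell markers one of 0.34 (adjusted p = 0.497), and both were higher in 4NQO 2 and 4NQO 3 than in 4NQO 1. Metallothioneins had a median of 0.36 (adjusted p = 0.373), heat shock proteins 0.18 (adjusted p = 0.373) and the unfolded protein and integrated stress response 0.13 (adjusted p = 0.500).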

How the results depend on the processing

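SAM with the s0 of Suppl. Excel 3, camera with an intensity trend, the glycolysis list without Pigq and both Gapdh settings were chosen after seeing the data. The NRF2-regulated set, tested on its own, kept its direction and a p under 0.05 under every alternative run, but adjusted over the 47 lists its p was 0.105 with an estimated correlation. The number of genes past the threshold did not. Against 23 genes higher and 1 lower, there were 63 and 2 with each array centred on its median, 41 and 4 with array quality weights, 12 higher without the dimmer genes and 15 higher with the mean of all probe sets. With every named probe set on its own, 2 probe sets were lower, both of Ucp3. Without the intensity trend, 2 genes were lower. SAM gave 64 probe sets higher on all named probe sets, 83 genes higher and 0 lower on 1 probe set per gene, and 92 and 0 with the s0 of Suppl. Excel 3. The methods' t-test gave 1046 higher and 654 lower at an unadjusted p under 0.05, and 1 higher and 1 lower after Benjamini-Hochberg, none of them among the 24 genes. At an adjusted p under 0.1 there were 103 and 8. Leaving out each array in turn gave 0 to 25 higher and 0 to 2 lower. There were 0 of either without control replicate 2 (833 higher and 500 lower at an unadjusted p under 0.05 from limma), 1 and 0 without 4NQO replicate 2, 10 and 0 without 4NQO replicate 1, and 0 lower without control replicate 3, while 2 were lower without 4NQO replicate 3. Without both arrays of weakest 5′ Gapdh signal, 4 were higher and 0 lower, and with the Gapdh difference as a covariate 102 and 5. The replicate block gave 2 higher and 0 lower (991 and 534 at an unadjusted p under 0.05 from limma); same-numbered tongues deviated from their group means with correlations of 0.287, -0.51 and 0.048, so the numbers do not pair them. The number of lists past camera's threshold went from 27 to 0 with an estimated correlation (11 higher at an unadjusted p under 0.05) and to 12 with fry. No result named here changed sign past the threshold, and the causes of these changes were not tested, apart from the fewer genes or arrays in a setting. For sets, the planned setting without the trend is camera itself and was not run again.

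The 6 arrays divide into 3 and 3 in 10 ways, the real one included, which is too few for a share under 0.05. The real division gave 23 genes higher and the highest of the others gave 7, so 1 of the 10, the real one, reached it. For the gene that was lower, 3 of the 10 gave at least 1 gene in either direction. For the lists, the real division shifted 27 and the highest of the others 20. The p of the NRF2-regulated set was 5.80e-16, and the smallest among the others was 3.91e-05; it was under 0.05 in 7 of the 9 others, each of which still has unequal numbers of treated tongues on its sides and so is no test of the absence of a change.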

Differences from the paper's values

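The paper's counts of 32 genes higher and 1 lower come from SAM, and those here of 23 and 1 from limma. Both pairs lie within 1.5 times of each other. SAM with the criterion of the methods gave 64 and 1 probe sets, but its input was not the study's: 35877 named probe sets and an automatic s0 of 0.142, against 39357 probe sets and an s0 of 0.237 in Suppl. Excel 3. With that s0 it gave 92 and 0, further from the paper. No setting tried gave 32; the nearest was limma without the intensity trend, with 31 higher and 2 lower.

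The paper counts Slc2a1 and a glutathione transferase pair that includes Gsta2 among its genes. In limma's test Slc2a1 had an adjusted p of 0.0703 (0.0498 to 0.288 over the alternatives) and Gsta2 one of 0.0523 (0.0398 to 0.255). Both passed in SAM on all named probe sets and with each array centred on its median, and Gsta2 also without 4NQO replicate 3 and, in a setting chosen after seeing the values, with the Gapdh difference as a covariate. The other 12 genes that the paper names and that have a probe set of their own passed limma's test in the paper's direction.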

Other observations

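The tests of epithelial share, of cornified epithelium and at an equal Gapdh or actin difference, and all tests of the shared variants, were chosen only after their results were seen. For the test without control 3 and 4NQO 2, the arrays were picked after their Gapdh values were seen, and its bound was set before its result was seen.

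The paper's Figure 2 shows immunostaining of NRF2, NQO1, HO1, MT1 and GCLC as higher in the epithelium of 4NQO-treated tongue. In the RNA of whole tongue, Gclc and Nqo1 rose, while Hmox1, which encodes HO1, had a log2 signal of 8.14 ± 0.88 (SD, n = 3) in control tongue and 7.71 ± 0.16 (SD, n = 3) in 4NQO-treated tongue (adjusted p = 0.722 from limma). The control value rests on control 3, at 9.15 against 7.75 and 7.53, and without it the log2 fold change was 0.07. Mt1, a metallothionein, had a log2 fold change of 0.27 (standard error 0.18), which did not pass the test. Bpifb1, a secretory protein of salivary glands, had log2 signals of 4.33, 13.1 and 10.8 in the control tongues and 4.14, 5.00 and 13.7 in the 4NQO-treated tongues, and so did not separate the groups; it was chosen after its values were seen. Of 18 minor salivary gland markers none passed limma's test, and 0 were higher or lower at an unadjusted p under 0.05.

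The rise of NRF2 targets and DNA replication genes was set against a larger share of epithelium in the treated tongues. Per array, the difference between groups in the members' median minus the median of 31 basal and suprabasal keratinocyte markers was 0.57 for NRF2 targets (95% interval 0.22 to 0.91) and 0.53 for DNA replication (0.28 to 0.79), while the markers themselves differed by 0.19, so a larger share of these layers alone does not account for either. The cornified and stress keratin list differed by 0.67, with a difference beyond it of 0.085 (95% interval -1.24 to 1.41) and 0.048 (-1.14 to 1.24). This subtraction cannot decide, since the list ran from -0.74 to 0.53 among control tongues. At an equal level of that list, in a linear fit, NRF2 targets differed by 0.82 (0.30 to 1.34) and DNA replication by 0.72 (0.35 to 1.09). The slope of that fit rests on few arrays. Over the same control tongues, NRF2 targets ran only from -0.07 to -0.01 and DNA replication from -0.03 to 0.07. These values argue against the cornified list as the whole cause. At an equal Gapdh difference, NRF2 targets and DNA replication differed by 0.76 (0.37 to 1.15) and 0.72 (0.50 to 0.95). At an equal actin difference they differed by 0.75 (0.48 to 1.02) and 0.72 (0.56 to 0.87). These fits could move the values little, since neither measure differed clearly between the groups. The Gapdh difference was 0.086 to 1.67 in control and 0.33 to 1.07 in 4NQO-treated tongues. The actin difference was 0.75 to 1.01 and 0.55 to 1.12. This overlap, more than the fits, argues against RNA integrity as the whole cause, while a part in it stays open. The largest axis of variation among the 6 arrays (36.3%) did not separate the groups. Its highest values were 39.3 in 4NQO 2 and 17.1 in control 3, both arrays of weakest 5′ Gapdh signal. It was 10 in 4NQO 3, -8.9 in 4NQO 1, -21.1 in control 1 and -36.4 in control 2. Without control 3 and 4NQO 2, the difference was 0.68 for NRF2 targets (95% interval 0.083 to 1.27) and 0.70 for DNA replication (0.31 to 1.08), against 0.76 and 0.72 on all 6 arrays, and the intervals reach below the bounds set for them, 0.38 and 0.36. The treatment itself is the biological explanation that the design gives.

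Of 63 distinct single-base variants in the exome treated with 4NQO, 33 were also called, at the same position with the same base, in the exome treated with 4NQO and ethanol, 52.4%. Independent mutations would rarely meet at so many positions, and both exomes were set against the same control tongue. Of the 33, 87.9% lay in genes with 2 or more called positions, against 58.0% of 119 variants called in 1 exome (Fisher's exact test, two-sided p = 0.00171, which treats positions of one gene as independent). With the gene as the unit, 28.2% of positions on average were called in both exomes in 23 genes with 2 or more, against 7.41% in 54 genes with 1 (permutation test, p = 0.0047). A candidate explanation is inherited variants, or reads of similar genes, that were missed in the control exome. Recurrent changes caused by the treatment were not tested.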
